A study of Danio rerio with 10 samples. Its data were reported in "Cebp1 and Cebpβ transcriptional axis controls eosinophilopoiesis in zebrafish" (2024).

How the data were processed

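Whole kidneys of WT, *cebp1* mutant and *cebpb* mutant zebrafish (3 libraries each) and 1 library of cells sorted by an *eslec* reporter from pooled kidneys had been profiled by droplet-based 3' scRNA-Seq. According to the submitters' processing notes, the reads had been processed with Cell Ranger and Seurat on the GRCz11 genome, and the libraries were integrated, clustered and annotated by marker genes. Cells had been filtered by the authors on UMIs, genes, mitochondrial share and doublet features, so no further doublet removal was run. Cell types and stages were taken from the authors' annotation, and clusters were not rebuilt.

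The authors deposited UMI counts per cell that were not normalized, with no further scaling found in the values. Mitochondrial content was deposited as a percent of the UMIs of each cell. Genes detected per cell were whole numbers. In the whole-kidney tables all 101598 cells had at least 1001 UMIs, at least 201 genes and at most 15.0% mitochondrial UMIs. In the sorted library the lowest total was 845 UMIs, 151 of 2092 cells lay at or under 1000, and the total column equalled the spliced count in all 2092 cells. The 3 tables held cell annotation and totals, so no gene was tested, and cell cycle phase was not compared because no phase call was used here.

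Each cell was assigned to a genotype by the genotype column. The library number within a genotype was taken from the barcode suffix whose number of cells matched the total that the methods of the study list for that library, and it rests on that match alone. The libraries of a genotype came from separate fish, so p-values measure the spread between fish together with that between preparations. Of the cells, 2406 were labelled eosinophils, of which 1504 had a stage and 902 had none.

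The number of cells of each of 15 types per library was tested with edgeR 4.0.16 (quasi-likelihood F-test, untrended dispersion) in R 4.3.3, with the total number of cells as offset and all 9 libraries sharing 1 estimate of the spread. The 4 stages were tested in the same way with the number of staged cells as offset. Stages as shares of all kidney cells were fitted together with the 14 other types, with all cells of the library as offset. P-values were adjusted by the Benjamini-Hochberg method over the 15 types, the 4 stages, or the 18 types and stages of that last fit, per contrast, at a threshold of 0.05. Beside them stands a two-sided exact permutation test of the percentages (SciPy 1.17.1), which cannot go below p = 0.1 with 3 against 3 libraries. Ratios of each type to HSPCs were tested on a log2 scale with a pseudocount of 0.5 added to both numbers, and log2 median UMIs and genes per cell for the 14 types with at least 20 cells in every library, both with limma 3.58.1. Shares in the sorted library have exact Clopper-Pearson 95% intervals, and a count of 0 was read as allowing 3 cells of the total of the group. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and plots. Every cell type and stage was to be named in every contrast, passed or not, by a rule set before the data were examined, as were the tests and most alternatives.

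The tests were run on simulated tables of all 9 libraries, with their sizes and with mean shares pooled over all of them, 1000 tables per setting. Changes of 4-fold were placed in the *cebp1* mutants and tested against WT. With 15 types, edgeR found 38.8% of the changed types when 1 dispersion was drawn for all types and 56.6% when each type had its own, and called 0.818% and 1.36% of unchanged types. With 4 stages, 1 of them raised in each table, it found 75.3% and 77.2% of changed stages and called 2.9% and 3.33% of unchanged ones. Stages and types were drawn independently, and edgeR was given the real totals as offset. A raised stage thus did not lower the shares of the others, as it does in the data, and these rates do not cover that effect. With 4 stages, limma on logit shares, an alternative below, found 59.6% and 61.9% of changed stages and called 12.3% and 16.0% of unchanged ones. For limma the denominator grew with the cells drawn, so a raised stage did lower the shares of the unchanged ones. Its rates therefore cannot be compared with those of edgeR. When nothing was changed, 4.3% and 4.6% of tables with 15 types and 7.0% and 7.7% of tables with 4 stages held any call by edgeR. A 4-fold change of a cell type can thus be missed at this number of libraries. The setting with a dispersion per type was added after the first was seen.

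Libraries with the same number were checked for pairing by the correlation over the 15 types of their deviations from the genotype mean. Every same-numbered pair correlated at over 0.1 (lowest 0.212, median 0.611, highest 0.837), which was the criterion for a pairing, and 5 of 9 libraries correlated best with a library of their own number. Without atypical cells the lowest was -0.609 and the median 0.213, so the pairing rests largely on that type. On all types it also follows the mitochondrial share, which was low (under 3%) only in library 1 of each genotype. Pairs of a low with a higher share correlated at -0.907 to -0.189, and pairs alike in share at -0.106 to 0.837 (median 0.611). Differently numbered libraries of higher share correlated at -0.106 to 0.755, so a pairing by number cannot be told apart from this class. The fish were different ones, and no label ties the numbers to a shared day or batch. The fits with and without the replicate number as a block were seen together with this check, so the decision was not made blind to them, and the values reported first are those without the block.

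Alternatives set before the data were examined were TMM factors across types or stages, DESeq2 1.42.0 with 2 kinds of size factors, limma on logit shares, only the 2 groups compared, other denominators (without erythrocytes, without neutrophils and atypical cells, blood cells only, all cells for stages), only cells of at least 2000 UMIs or under 10% mitochondrial UMIs, other pseudocounts, the mean of log2 UMIs, at least 50 cells per type, the replicate block, and each library left out in turn. Chosen after seeing the data were a term for the 3 libraries of low mitochondrial share (under 3%), a fit of the other 6 libraries, the eosinophils with a stage alone, cells without a stage kept in the denominator of stages or left out of the total of all cells, the alternatives to stages as shares of all cells, and sorted cells above 1000 UMIs.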

Results

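The data described 101598 cells of whole zebrafish kidney, the blood-forming organ of adult fish, in 3 wild-type (WT), 3 *cebp1* mutant and 3 *cebpb* mutant libraries. A further library held 2092 cells sorted from kidney by an eosinophil reporter, green fluorescent protein driven by the gene *eslec*. The genes *cebp1* and *cebpb* encode transcription factors of the C/EBP family, which acts in the differentiation of myeloid blood cells. Each cell carried the authors' annotation as 1 of 15 cell types, its number of UMIs (unique molecular identifiers, which count captured transcript molecules), its number of detected genes and its percentage of mitochondrial UMIs. Whole-kidney libraries held 7918 to 14440 cells and 26076072 to 48071055 UMIs, with medians of 1756 to 3208.5 UMIs per cell. Library 1 of each genotype had a median mitochondrial share of 0.884 to 1.69%, and the other 6 libraries of 3.39 to 9.47%. Values are given as mean ± SD over libraries (n = 3 per genotype), and expression of single genes was not analysed here.

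The comparison of *cebp1* mutant with WT kidney asked which blood lineages change when Cebp1 is lost. Neutrophils, the main phagocytic granulocytes, fell from 18.2 ± 6.66% of cells in WT to 1.003 ± 0.983% in *cebp1* mutants, so that the WT mean was 18.2-fold higher. Library 3 of the *cebp1* mutants (2.13%, against 0.336 and 0.541% in libraries 1 and 2) sets the size of this ratio, which was 41.6 without it and 13.6 to 20.7 without any other library. Eosinophils, granulocytes named for granules that take up the dye eosin, rose 3.31-fold, from 1.53 ± 0.398% to 5.06 ± 0.319%. No *cebp1* mutant library overlapped a WT library in either granulocyte. Atypical cells, a population the authors set apart in the mutant, made up 0.222 ± 0.247% of WT cells and 12.5 ± 10.6% of *cebp1* mutant cells. They were unevenly spread, with 17.7% and 19.5% in *cebp1* mutant libraries 2 and 3 and 0.213% in library 1.

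By edgeR, the log2 difference was -4.18 for neutrophils (SE 0.78, adjusted p = 0.00585) and 1.73 for eosinophils (SE 0.38, adjusted p = 0.00870), and these 2 of 15 cell types passed the threshold. The exact permutation test gave p = 0.1 for both, the smallest that 3 against 3 libraries allow. Within the 6 libraries with the higher mitochondrial share, the log2 differences were -3.44 for neutrophils and 1.71 for eosinophils. Library 1 of each genotype, alone in its mitochondrial class, held 25.8% neutrophils in WT and 0.336% in the *cebp1* mutant, and 1.60% and 5.43% eosinophils. The eosinophil call was lost with only cells of at least 2000 UMIs (log2 difference 1.12), only cells under 10% mitochondrial UMIs (1.64) or only eosinophils with a stage (1.32), and its adjusted p ran from 2.67e-05 to 0.154 over 24 alternatives.

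Atypical cells missed the threshold (log2 difference 5.78, SE 2.07, adjusted p = 0.10004; exact p = 0.2). With the replicate number as a block the difference was 6.04 (adjusted p = 1.91e-07), and within the 6 libraries of higher mitochondrial share it was 5.79 (adjusted p = 2.93e-05). Library 1 of each genotype, of low mitochondrial share, held the fewest atypical cells (0% in WT, 0.213% in *cebp1* and 0.0208% in *cebpb* mutants). Atypical cells also passed when *cebp1* mutant library 1 (6.36, adjusted p = 0.0345) or *cebpb* mutant library 1 (5.78, adjusted p = 0.0460) was left out, and the adjusted p ran from 1.91e-07 to 0.265 over 23 alternatives.

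The remaining cell types did not pass the test in *cebp1* mutants. Among other myeloid cells, macrophages made up 6.70 ± 5.23% in WT and 7.41 ± 1.22% in mutants (adjusted p = 0.981), and myeloid progenitors 2.48 ± 2.73% and 3.52 ± 2.76% (adjusted p = 0.826). Myeloid progenitors were called within the 6 libraries of higher mitochondrial share (log2 difference 2.04, adjusted p = 0.0411, against 0.51 in all libraries, with adjusted p of 0.0411 to 0.989 over 24 alternatives). Of the lymphoid cells, T lymphocytes made up 10.6 ± 2.85% and 5.67 ± 2.14% (log2 difference -0.90, adjusted p = 0.290), and B lymphocytes 8.12 ± 2.73% and 8.17 ± 2.08% (adjusted p = 0.981). T lymphocytes did not overlap between the libraries of the 2 groups (exact permutation p = 0.1), but no alternative called them (adjusted p of 0.204 to 0.650 over 24 alternatives). Erythrocytes stood at 30.6 ± 20.9% and 30.2 ± 11.0% (adjusted p = 0.981) and erythroid progenitors at 4.51 ± 1.11% and 6.48 ± 2.44% (adjusted p = 0.627). Haematopoietic stem and progenitor cells (HSPCs), from which the blood lineages arise, stood at 8.60 ± 4.04% and 11.5 ± 2.91% (log2 difference 0.42, SE 0.44, adjusted p = 0.748). Among cells other than erythrocytes, HSPCs stood at 12.0 ± 1.90% and 16.3 ± 1.59%, with no overlap between libraries (exact permutation p = 0.1). HSPCs were called in no alternative (adjusted p of 0.130 to 0.989 over 24 alternatives). Thrombocytes, the clotting cells of fish, stood at 0.909 ± 0.224% and 1.11 ± 0.442% (adjusted p = 0.826). Outside the blood, endothelial cells made up 5.47 ± 3.30% and 5.68 ± 1.70% (adjusted p = 0.981) and kidney cells 0.589 ± 0.403% and 0.826 ± 0.509% (adjusted p = 0.826). Of the undefined cells, those named unknown made up 1.05 ± 0.562% and 0.588 ± 0.155% (adjusted p = 0.290) and unknown immune cells 0.465 ± 0.269% and 0.340 ± 0.0831% (adjusted p = 0.748).

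**Figure D1:**
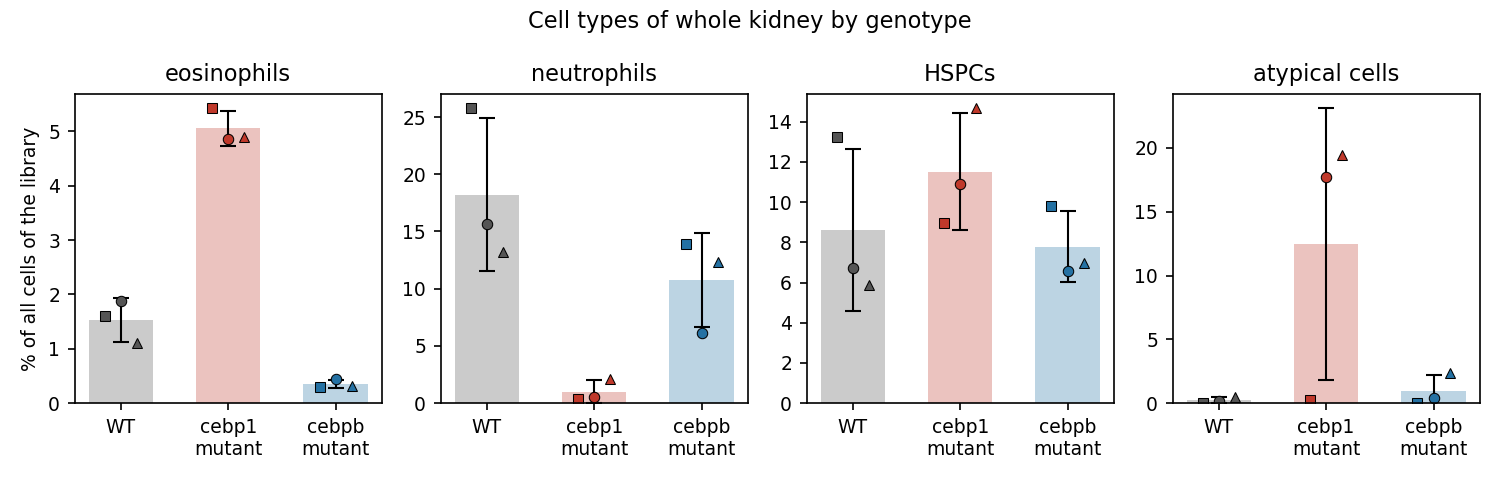
Percentage of all cells of a library (y axis) for eosinophils, neutrophils, HSPCs and atypical cells in WT, *cebp1* mutant and *cebpb* mutant kidney; bars are means, error bars the SD over 3 libraries, and squares, circles and triangles libraries 1, 2 and 3. Eosinophils lie at 1.0997 to 1.89% in WT, 4.86 to 5.43% in *cebp1* mutants and 0.305 to 0.445% in *cebpb* mutants, and atypical cells reach 17.7% and 19.5% in 2 of the 3 *cebp1* mutant libraries.

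Eosinophils were also set against HSPCs of the same library, as a measure of output per stem and progenitor cell. There were 0.197 ± 0.0808 eosinophils per HSPC in WT, 0.462 ± 0.137 in *cebp1* mutants and 0.0480 ± 0.0185 in *cebpb* mutants. By limma over 14 such ratios, eosinophils per HSPC fell in *cebpb* mutants (log2 difference -2.01, SE 0.51, adjusted p = 0.0435), and the higher value in *cebp1* mutants did not pass (1.27, SE 0.51, adjusted p = 0.153). The exact permutation test gave p = 0.1 for each. Neutrophils per HSPC fell in *cebp1* mutants (log2 difference -5.06, adjusted p = 9.9e-05). The *cebpb* call was lost without WT library 2 (-1.71, adjusted p = 0.245), WT library 3 (-2.00, adjusted p = 0.159), *cebp1* mutant library 2 (-2.01, adjusted p = 0.0881), *cebp1* mutant library 3 (-2.01, adjusted p = 0.0518), *cebpb* mutant library 1 (-1.73, adjusted p = 0.197) or *cebpb* mutant library 3 (-2.01, adjusted p = 0.142). It was also lost with only WT and *cebpb* mutants in the fit (-2.01), only cells of at least 2000 UMIs (-1.48) or only eosinophils with a stage (-1.71), with adjusted p of 0.0261 to 0.332 over 17 alternatives.

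The authors divided eosinophil lineage cells into 4 stages, and the next comparison asked where along this order the *cebp1* mutant differs from WT. Eosinophil-biased progenitors (Eb-P) carry HSPC markers, eosinophil progenitors (EoP) carry the replication genes *mcm2* and *pcna*, precursors (pre.Eos) are rich in *agr2* and *pdia2*, and mature eosinophils (mat.Eos) in *fcer1gl* and *cxcr4b*. Of staged cells, Eb-P made up 3.89 ± 1.35% in WT (14 of 384 cells over all libraries) and 11.3 ± 4.18% in *cebp1* mutants (113 of 1015 cells). EoP made up 4.32 ± 2.59% and 10.7 ± 8.61%, pre.Eos 37.2 ± 8.96% and 23.5 ± 4.56%, and mat.Eos 54.5 ± 12.5% and 54.4 ± 16.2%. As a share of all kidney cells, Eb-P rose from 0.0451 ± 0.0238% to 0.321 ± 0.0919% (log2 difference 2.85, SE 0.59, adjusted p = 0.00946; exact permutation p = 0.1). This call was lost without WT library 2 (2.65, adjusted p = 0.0639) or WT library 3 (2.63, adjusted p = 0.0566), with adjusted p of 0.000325 to 0.0639 over 18 alternatives, and within the 6 libraries of higher mitochondrial share the difference was 3.08 (adjusted p = 0.00312). On the same denominator EoP (log2 difference 2.51, adjusted p = 0.111), pre.Eos (0.57, adjusted p = 0.587) and mat.Eos (1.34, adjusted p = 0.268) did not pass. EoP passed with DESeq2 (adjusted p = 0.0432), the replicate number as a block (0.00454), a term for the mitochondrial class (0.00982), within the 6 libraries (0.0355) and without *cebp1* mutant library 2 (0.0423), and mat.Eos within the 6 libraries (0.0452), with adjusted p of 0.00454 to 0.347 for EoP, 0.142 to 0.990 for pre.Eos and 0.0452 to 0.666 for mat.Eos over 18 alternatives.

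No stage passed the test as a share of the lineage by edgeR (1 of 4 had an unadjusted p under 0.05, DESeq2 called Eb-P and pre.Eos, and limma none). The log2 difference was 1.56 for Eb-P (SE 0.50, adjusted p = 0.0573), 1.31 for EoP (SE 0.88, adjusted p = 0.225), -0.66 for pre.Eos (SE 0.36, adjusted p = 0.187) and -0.0029 for mat.Eos (SE 0.51, adjusted p = 0.996). The exact permutation test gave p = 0.1 for Eb-P and pre.Eos, 0.4 for EoP and 0.9 for mat.Eos. With the replicate number as a block, Eb-P (1.57, adjusted p = 0.000262), EoP (1.21, adjusted p = 0.00392) and pre.Eos (-0.64, adjusted p = 0.000262) were called. Within the 6 libraries of higher mitochondrial share the log2 difference was 1.48 for Eb-P (adjusted p = 0.0518) and -0.60 for pre.Eos (adjusted p = 0.0257). Eb-P passed without *cebp1* mutant library 2 (1.77, adjusted p = 0.0184) or *cebpb* mutant library 1 (1.57, adjusted p = 0.0415), and EoP without *cebp1* mutant library 2 (1.81, adjusted p = 0.0184), in which EoP were 7 of 364 cells. With eosinophils without a stage kept in the denominator, the log2 difference was 1.11 for Eb-P, 0.79 for EoP, -1.13 for pre.Eos and -0.33 for mat.Eos, and none passed. Over 20 alternatives, shares of all cells among them, the adjusted p ran from 0.000262 to 0.198 for Eb-P, from 0.00392 to 0.688 for EoP and from 0.000262 to 0.587 for pre.Eos.

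The comparison of *cebpb* mutant with WT kidney asked the same of Cebpb. Eosinophils fell to 0.355 ± 0.0783% of cells, against 1.53 ± 0.398% in WT, a 4.30-fold higher WT mean, and every *cebpb* mutant library lay below every WT library. By edgeR, eosinophils were the 1 of 15 cell types past the threshold (log2 difference -2.10, SE 0.38, adjusted p = 0.00517; exact permutation p = 0.1). Neutrophils, the other granulocyte, made up 10.8 ± 4.13% of *cebpb* mutant cells (log2 difference -0.76, SE 0.69, adjusted p = 0.636; exact p = 0.2). Erythrocytes, at 6.74 to 45.8% of cells in WT libraries, bear on this share. Among the other cells, neutrophils made up 25.9 ± 1.64% in WT and 15.4 ± 2.64% in *cebpb* mutants, with no overlap between libraries (exact permutation p = 0.1). No alternative called neutrophils (adjusted p of 0.338 to 0.975 over 23 alternatives). Within the 6 libraries of higher mitochondrial share the log2 difference was -1.96 for eosinophils and -0.65 for neutrophils, and library 1 of the *cebpb* mutant held 0.305% eosinophils and 13.9% neutrophils. The eosinophil call was lost with only cells of at least 2000 UMIs (-1.45) or only cells under 10% mitochondrial UMIs (-1.95), with adjusted p of 9.21e-07 to 0.147 over 24 alternatives.

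No other cell type passed in *cebpb* mutants. HSPCs made up 7.79 ± 1.77% (adjusted p = 0.938), macrophages 10.1 ± 6.27% (adjusted p = 0.688) and myeloid progenitors 1.59 ± 0.861% (adjusted p = 0.737). T lymphocytes stood at 9.81 ± 4.45% (adjusted p = 0.947) and B lymphocytes at 9.42 ± 0.998% (adjusted p = 0.812). Erythrocytes stood at 31.7 ± 16.6% (adjusted p = 0.9503), erythroid progenitors at 3.60 ± 1.08% (adjusted p = 0.737) and thrombocytes at 0.592 ± 0.417% (adjusted p = 0.636). Endothelial cells made up 9.82 ± 2.83% and kidney cells 1.65 ± 1.61% (adjusted p = 0.551 for both). The mean of kidney cells rests on *cebpb* mutant library 1 (3.50%, against 0.794 and 0.657% in libraries 2 and 3). Unknown immune cells made up 0.805 ± 0.274% (adjusted p = 0.551) and unknown cells 1.03 ± 0.156% (adjusted p = 0.9503). Atypical cells made up 0.933 ± 1.25% (log2 difference 2.03, adjusted p = 0.636), with 2.36% in library 3 against 0.0208 and 0.416% in libraries 1 and 2. They passed with the replicate number as a block (2.01, adjusted p = 0.0409, with adjusted p of 0.0409 to 0.973 over 23 alternatives).

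In the eosinophil lineage of *cebpb* mutants, none of 105 staged cells was Eb-P, which allows a share of up to 2.86% over the group. WT libraries held 4.84, 2.34 and 4.49%, so that library 2 lies under this limit and no ratio is given within the lineage. As a share of all kidney cells the limit was 0.00918%, below each WT library (0.0726, 0.0323 and 0.0305%), and Eb-P were at least 4.52-fold lower than the pooled WT share. Both limits cover counting error in the *cebpb* mutants only, with the cells of 3 libraries pooled. Pre.Eos made up 63.9 ± 17.4% of staged cells against 37.2 ± 8.96% in WT, mat.Eos 33.4 ± 22.0% against 54.5 ± 12.5%, and EoP 2.70 ± 4.68% against 4.32 ± 2.59%. All 3 EoP of the *cebpb* mutants were in library 1. As a share of all kidney cells, Eb-P passed the test (adjusted p = 0.0124; exact permutation p = 0.1). It no longer did without *cebpb* mutant library 1 (adjusted p = 0.0547) or within the 6 libraries of higher mitochondrial share (adjusted p = 0.0703), with adjusted p of 0.00144 to 0.0703 over 18 alternatives. EoP (log2 difference -2.47, adjusted p = 0.291), pre.Eos (-1.15, adjusted p = 0.279) and mat.Eos (-2.42, adjusted p = 0.0623) did not pass on this denominator. The replicate number as a block called EoP (adjusted p = 0.0285) and mat.Eos (0.00132), and mat.Eos also passed with DESeq2 (0.00881), TMM (0.0449) and a term for the mitochondrial class (0.00536), with adjusted p of 0.0285 to 0.575 for EoP, 0.0582 to 0.471 for pre.Eos and 0.00132 to 0.293 for mat.Eos over 18 alternatives.

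As shares of the lineage, none of the 4 stages passed by edgeR (1 had an unadjusted p under 0.05, and neither DESeq2 nor limma called any). The adjusted p was 0.0536 for Eb-P, 0.689 for EoP (log2 difference -0.57), 0.122 for pre.Eos (0.78, SE 0.37) and 0.2996 for mat.Eos (-0.73, SE 0.56), and the exact permutation test gave p = 0.1, 0.6, 0.1 and 0.3 in that order. With the replicate number as a block, Eb-P (adjusted p = 0.0125), pre.Eos (0.79, adjusted p = 0.00128) and mat.Eos (-0.74, adjusted p = 0.0125) were called. Within the 6 libraries of higher mitochondrial share the log2 difference was 0.75 for pre.Eos (adjusted p = 0.0376) and -0.43 for mat.Eos (adjusted p = 0.132). Without WT library 2, Eb-P passed (adjusted p = 0.0426). With eosinophils without a stage kept in the denominator no stage passed, with a log2 difference of -0.39 for EoP, 0.9996 for pre.Eos and -0.37 for mat.Eos. Over 20 alternatives, shares of all cells among them, the adjusted p ran from 0.0124 to 0.163 for Eb-P, from 0.00128 to 0.362 for pre.Eos and from 0.0125 to 0.755 for mat.Eos.

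**Figure D2:**
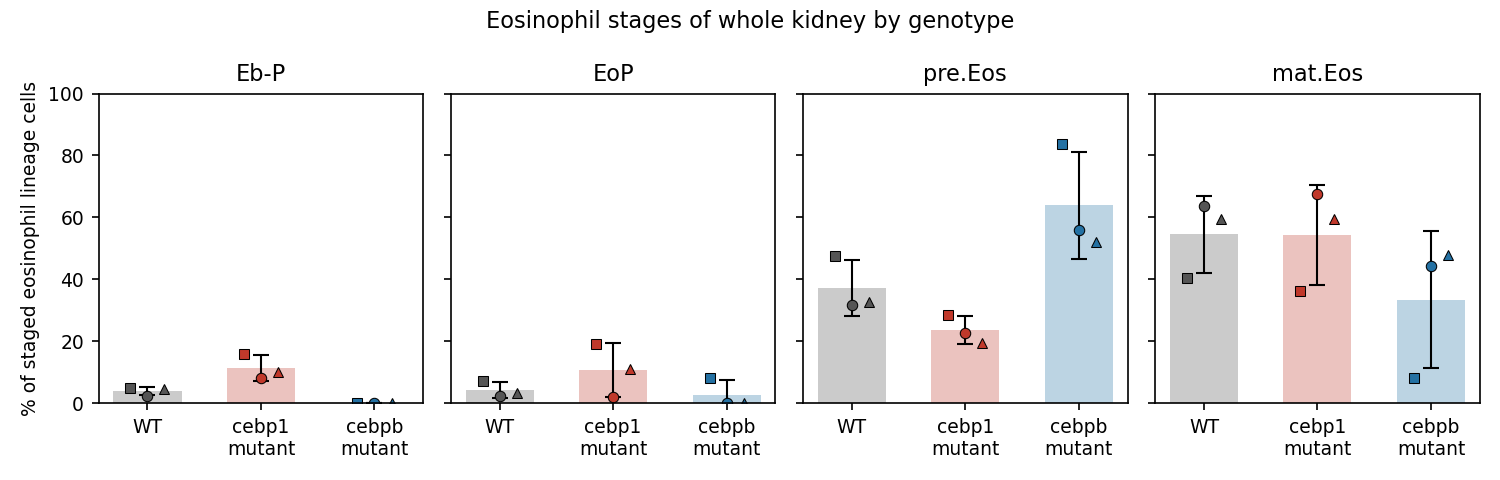
Percentage of staged eosinophil lineage cells of a library (y axis) by stage, from Eb-P to mat.Eos, in WT, *cebp1* mutant and *cebpb* mutant kidney; bars are means, error bars the SD over 3 libraries, and squares, circles and triangles libraries 1, 2 and 3. Eb-P average 3.89% in WT, 11.3% in *cebp1* mutants and 0 in *cebpb* mutants, and pre.Eos average 37.2%, 23.5% and 63.9%.

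The 2 mutants were compared with each other to test whether they differ. Eosinophils were 14.2-fold higher in *cebp1* than in *cebpb* mutants (log2 difference 3.83, SE 0.41, adjusted p = 7.28e-05). Neutrophils were 10.7-fold higher in *cebpb* than in *cebp1* mutants (log2 difference of *cebp1* against *cebpb* mutants -3.43, SE 0.75, adjusted p = 0.00927), and 24.6-fold without *cebp1* mutant library 3 (8.06 to 13.1 without any other library). The exact permutation test gave p = 0.1 for both, and within the 6 libraries of higher mitochondrial share the log2 differences were 3.67 and -2.79. Eosinophils per HSPC were higher in *cebp1* mutants as well (3.28, SE 0.51, adjusted p = 0.000705), and neutrophils per HSPC (-4.35, SE 0.56, adjusted p = 0.000348) and unknown immune cells per HSPC (-1.75, SE 0.46, adjusted p = 0.0175) were lower. No alternative is reported for the last 2 ratios. Within the lineage, Eb-P were more frequent in *cebp1* mutants (113 of 1015 cells against none of 105, adjusted p = 0.00402) and pre.Eos less frequent (log2 difference -1.44, SE 0.37, adjusted p = 0.00589).

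As shares of the lineage, the other stages did not differ past the threshold, with a log2 difference of 1.88 for EoP (adjusted p = 0.210) and 0.72 for mat.Eos (adjusted p = 0.222), and both were called with the replicate number as a block (1.82, adjusted p = 0.0137, and 0.75, adjusted p = 0.00824). EoP also passed without *cebp1* mutant library 2 (2.37, adjusted p = 0.0183), and mat.Eos with a term for the mitochondrial class (0.78, adjusted p = 0.0467). With eosinophils without a stage kept in the denominator, the log2 difference was 1.18 for EoP and 0.04 for mat.Eos, neither passing, and -2.13 for pre.Eos, which passed as Eb-P did. As shares of all kidney cells, where the lineage as a whole was also larger in *cebp1* mutants, EoP (4.98, adjusted p = 0.00601) and mat.Eos (3.77, adjusted p = 0.00419) were higher in *cebp1* mutants, as were Eb-P (adjusted p = 0.000261), and the direction of pre.Eos turned to 1.72 (adjusted p = 0.0249). The calls of Eb-P and EoP held in all 18 alternatives (adjusted p of 1.26e-08 to 0.00309 and 5.99e-07 to 0.0262), and that of mat.Eos was lost with only cells of at least 2000 UMIs (2.18, adjusted p of 3.04e-07 to 0.0561). The pre.Eos value lost its call with only cells of at least 2000 UMIs (1.42) or without any 1 of the 6 mutant libraries (1.59 to 1.82), with adjusted p of 0.00719 to 0.0766 over 18 alternatives. Over 20 alternatives to the share of the lineage, shares of all cells among them, the adjusted p ran from 0.00573 to 0.475 for EoP, from 0.00392 to 0.976 for mat.Eos and from 2.63e-06 to 0.0395 for pre.Eos. Of the other cell types, HSPCs (adjusted p = 0.293), macrophages (0.566), myeloid progenitors (0.293), T lymphocytes (0.240), B lymphocytes (0.656), erythrocytes (0.919), erythroid progenitors (0.233), thrombocytes (0.240), endothelial cells (0.287), kidney cells (0.293), unknown cells (0.240) and unknown immune cells (0.176) did not pass. Atypical cells did not pass (log2 difference 3.75, adjusted p = 0.233) but were called with the replicate number as a block (4.02, adjusted p = 1.21e-05, with adjusted p of 1.21e-05 to 0.343 over 23 alternatives).

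UMIs and detected genes per cell were compared within each cell type, since both describe how much RNA of a cell was captured. The neutrophils left in *cebp1* mutants, 41, 67 and 225 cells per library, had a median of 7582 ± 3493 UMIs, against 2641 ± 462 in *cebpb* mutants and 2975 ± 335 in WT. Their detected genes stood at 1564 ± 534, 763 ± 83.7 and 840.5 ± 168 in the same order. Erythrocytes had 3294 ± 434 UMIs in *cebp1* mutants, 1813 ± 346 in *cebpb* mutants and 2385 ± 703 in WT. Eosinophils had 1542.5 ± 172, 3433 ± 827 and 2946.5 ± 1843 UMIs in that order, and each *cebp1* mutant library (1357 to 1697) lay below each *cebpb* mutant (2768.5 to 4359) and WT library (1831 to 5073.5), so that a minimum number of UMIs bears on their counts as well. Pre.Eos, which had more UMIs than mat.Eos, made up 13.3 ± 0.624% of eosinophils in *cebp1* and 58.2 ± 10.6% in *cebpb* mutants. Their library medians overlapped between the mutants (3108 to 5567 and 3606.5 to 5469 UMIs). In mat.Eos the *cebp1* mutant libraries (1426.5 to 1532) lay below *cebpb* mutant libraries 2 and 3 (2040 and 1990.5) and above library 1 (1131, 3 cells). How far the mix of stages sets the difference over all eosinophils was not tested. Genes per cell were not brought to a common depth, because no count matrix was used here.

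By limma over 14 cell types, 2 differed in UMIs between *cebp1* and *cebpb* mutants, neutrophils (log2 difference 1.40, SE 0.36) and erythrocytes (0.87, SE 0.25, adjusted p = 0.0445 for both), and neutrophils differed in genes (0.98, SE 0.27, adjusted p = 0.0462). Eosinophils missed the threshold in UMIs between the mutants (-1.13, SE 0.37, adjusted p = 0.0612) and against WT (-0.77, adjusted p = 0.259, in *cebp1* and 0.36, adjusted p = 0.595, in *cebpb* mutants). WT library 1 (5073.5 UMIs, against 1935 and 1831 in WT libraries 2 and 3) weighs on the values against WT. Without it they were -0.29 (adjusted p = 0.490) in *cebp1* and 0.84 (adjusted p = 0.0550) in *cebpb* mutants. Between the mutants eosinophils passed with a term for the mitochondrial class (adjusted p = 0.0412), within the 6 libraries of higher mitochondrial share (-0.86, adjusted p = 0.0209) and without WT library 1 (adjusted p = 0.00374), with adjusted p of 0.00374 to 0.267 over 13 alternatives. Against WT, 0 types passed in either mutant for UMIs (1 in each at an unadjusted p under 0.05) or for genes (1 in *cebp1* and 0 in *cebpb* mutants), and no other tool was run. With the replicate number as a block, neither UMI difference passed (adjusted p = 0.0608 for both, with adjusted p of 0.000145 to 0.282 for neutrophils and 0.0158 to 0.189 for erythrocytes over 13 and 14 alternatives). Within the 6 libraries of higher mitochondrial share the differences for neutrophils were 1.01 in UMIs (adjusted p = 0.282) and 0.96 in genes (adjusted p = 0.129, with adjusted p of 0.00942 to 0.222 over 12 alternatives). The neutrophil call in UMIs held when *cebp1* mutant library 2, WT library 1 or WT library 3 was left out and was lost without each of the other 6 libraries (log2 difference 1.15 to 1.52), and that in genes was lost without WT library 2, *cebp1* mutant library 1 or 3, or any *cebpb* mutant library (0.74 to 1.07). The erythrocyte call was lost without each library except WT libraries 1 and 3 (0.70 to 0.97), and with the mean of log2 UMIs in place of the median (0.46).

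The sorted cells showed the stages within a purified lineage, in 1 library with no replicate. EoP made up 21.5% of 2092 cells (exact Clopper-Pearson 95% interval 19.8 to 23.3%), pre.Eos 23.6% (21.8 to 25.5%) and mat.Eos 54.9% (52.7 to 57.0%), and the intervals cover counting error only. In WT whole kidney the same 3 stages, without Eb-P, stood at 4.52 ± 2.75%, 38.8 ± 9.73% and 56.7 ± 12.5%. Sort, clustering and depth all differed between these data, and no test was made. Median UMIs in the sort were 5692.5 in EoP, 17998.5 in pre.Eos and 1880.5 in mat.Eos. With only cells of at least 2000 UMIs, mat.Eos made up 39.1%, pre.Eos 35.1% and EoP 25.8%.

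**Figure D3:**
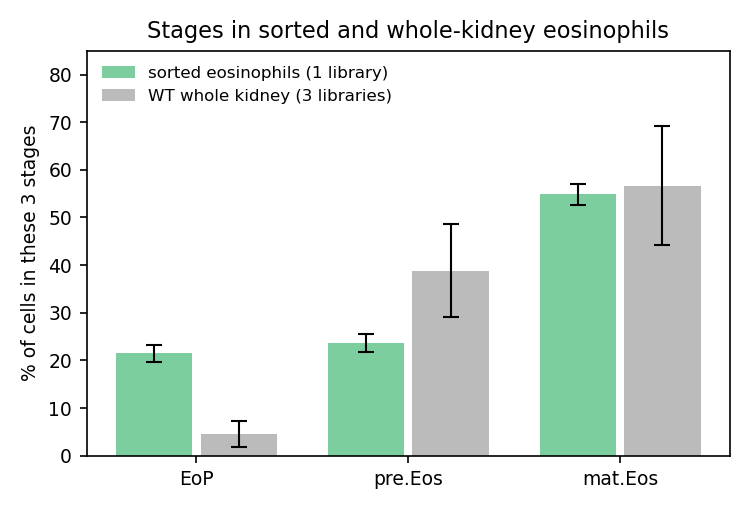
Percentage of cells (y axis) at the EoP, pre.Eos and mat.Eos stages among 2092 sorted eosinophil lineage cells of 1 library, with exact 95% intervals for counting error, beside the WT whole-kidney mean and SD over 3 libraries among the same 3 stages. EoP make up 21.5% of the sort and 4.52% in WT kidney, and mat.Eos 54.9% and 56.7%.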

Values the study reported

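The study reported that eosinophils made up 1.19 ± 0.26% of kidney marrow cells in WT and 2.94 ± 0.15% in *cebp1* mutants. In *cebpb* mutants it reported a share of 0.33 ± 0.05%. Its text does not name the ± of these shares, while its legends describe the bars of the stage plots as SEM, not SD. It counted 101,598 whole-kidney cells in all after quality control, with means of 730.06 genes and 3,737.38 counts per cell, and 2,092 sorted eosinophil lineage cells with means of 1,231.73 genes and 8,638.02 counts.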

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

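The test at matched depth was written before its result was seen, and the comparison of cells from 2000 UMIs alone was added after. Cells labelled eosinophil without a stage made up 42.4 ± 8.47% of eosinophils in *cebp1* mutants, against 23.7 ± 16.3% in WT and 7.48 ± 7.997% in *cebpb* mutants, and they drew attention because the shares of stages compared first leave them out. By edgeR the share differed between *cebp1* and *cebpb* mutants (log2 difference 2.35, adjusted p = 0.0240) and not past the threshold between either mutant and WT (adjusted p = 0.404 and 0.155). These cells, 766 of 902 from *cebp1* mutants, were shallow, with a median of 1256 UMIs and 85.03% under 2000 UMIs, close to mat.Eos at 1543 UMIs and 73.9%, while pre.Eos had 5056 UMIs, EoP 10003.5 and Eb-P 9046, all pooled over libraries. Cells without a stage had more UMIs than mat.Eos in WT library 1 (3475 against 2360) and *cebpb* mutant library 1 (1229 against 1131), and fewer in every other library that held them. Shallower cells in *cebp1* mutants are a candidate explanation, and as the whole cause they are argued against: with cells under and from 2000 UMIs weighted alike in every library, the difference between the mutants was still 25.9 percentage points (39.7 ± 5.73% against 13.8 ± 13.3%), more than both SDs added. The *cebpb* mutant libraries held only 14, 12 and 7 eosinophils under 2000 UMIs and 30, 34 and 18 from 2000 UMIs. Among the latter alone the share was 16.3 ± 8.58% in *cebp1* and 1.11 ± 1.92% in *cebpb* mutants, a difference of 15.1 percentage points, with no overlap between libraries, at median UMIs of 3367 to 8390.5 and 3350 to 7552.5. WT stood at 26.2 ± 14.6% with the weighting and at 12.7 ± 7.76% from 2000 UMIs, and its libraries overlapped those of *cebp1* mutants in both. The argument therefore covers the contrast between the mutants, and no excess of *cebp1* mutants over WT at matched depth was shown. The few *cebpb* mutant cells leave the size of the difference and a part played by depth open, and a difference in maturation between genotypes was not tested.

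Unspliced counts made up 16.6% of the spliced and unspliced counts of the sorted eosinophils, in a library with no control. Per cell, with ambiguous counts also in the denominator, the median unspliced share was 23.3% in EoP, 9.92% in pre.Eos and 38.7% in mat.Eos. The median UMIs of these stages were 5692.5, 17998.5 and 1880.5.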

How the results depend on the processing

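The term and the fit for the mitochondrial classes, the choice of eosinophils with a stage, the alternatives to stages as shares of all cells and the sorted cells above 1000 UMIs were chosen after seeing the data. Neutrophils in *cebp1* mutants kept their direction and call in all 23 alternatives (adjusted p of 1.82e-07 to 0.0309), as did eosinophils (6.85e-22 to 0.00342, 24 alternatives) and neutrophils (2.31e-05 to 0.0495, 23) between the mutants. HSPCs were not called in either mutant against WT in any alternative. Of the values that answer a comparison, 465 kept their side of the threshold or did not move, 36 moved, 35 newly passed and 18 no longer passed. A number of called types counted as moved past a fixed fold change, with no spread involved. A share of the sorted cells counted as moved outside its exact interval for counting error. Of the other values 1155 kept their side of the threshold, 24 newly passed, 32 no longer passed and 2 reversed. Over all 1608 values of single types and stages, of both kinds, 74 that were not called had another sign. Cell depth limits the eosinophil results, since cells under 2000 UMIs were 43.4% of all cells and 73.9% of mat.Eos. Unless stated, the cause of a change was not tested.

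Cells of at least 2000 UMIs gave eosinophil differences of 1.12 (adjusted p = 0.154) in *cebp1* and -1.45 (adjusted p = 0.147) in *cebpb* mutants, and cells under 10% mitochondrial UMIs 1.64 (adjusted p = 0.0641) and -1.95 (adjusted p = 0.0540), so that 1 and 0 types were called in each filter. Eosinophils with a stage gave 1.32 (adjusted p = 0.0840) and 1 type in *cebp1* mutants. Adjusted p ran from 2.67e-05 to 0.154 in *cebp1* and 9.21e-07 to 0.147 in *cebpb* mutants over 24 alternatives. Without neutrophils and atypical cells, which removes 2 types by construction, 1 type was called in *cebp1* mutants and 1 between the mutants. The fit of the 6 libraries of higher mitochondrial share called 4 types in *cebp1* mutants, 2 of them also called in all libraries.

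Atypical cells in *cebp1* mutants newly passed at 5.82 with DESeq2 (median-ratio size factors), 5.80 with DESeq2 (total cells), 5.81 with a term for the mitochondrial class and 5.79 in the 6 libraries; leaving out each library gave 5.22 to 7.06. With the replicate number as a block they stood at 6.04, and 2 types were called in *cebpb* mutants.

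For stages in *cebp1* mutants, Eb-P newly passed at 2.85 of all cells (2.87 without unstaged cells in the total), 1.59 with DESeq2, 1.70 with TMM, 1.57 with the 2 groups alone, 1.95 with at least 2000 UMIs, 1.58 with the mitochondrial term and 1.57 with the replicate block, and ranged from 1.23 to 1.78 with each library left out. EoP newly passed at 1.21 with the block and ranged from 0.60 to 1.93 with each library left out. Pre.Eos newly passed at -0.66 with DESeq2, -0.65 with the mitochondrial term, -0.60 in the 6 libraries and -0.64 with the block. In *cebpb* mutants, where Eb-P were 0 in every library, so that fitted values depend on the prior count and are no bound, Eb-P newly passed at -5.34 of all cells (-5.33 without unstaged cells in the total), -5.62 with TMM, -5.36 with at least 2000 UMIs, -5.68 with the mitochondrial term and -5.67 with the block, and ranged from -5.99 to -5.44 with each library left out. Pre.Eos passed at 0.78 with the mitochondrial term, 0.75 in the 6 libraries and 0.79 with the block, and mat.Eos at -0.80 with the mitochondrial term and -0.74 with the block. As a share of all cells itself, Eb-P ranged from 2.61 to 3.31 in *cebp1* and from -5.53 to -4.92 in *cebpb* mutants with each library left out, and no longer passed at -4.85 in *cebpb* mutants in the 6 libraries. Between the mutants pre.Eos reversed to 1.72 of all cells (1.75 without unstaged cells in the total), because the lineage was larger in *cebp1* mutants.

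Eosinophils per HSPC in *cebpb* mutants no longer passed at -2.01 with the 2 groups alone, -1.48 with at least 2000 UMIs and -1.71 with eosinophils with a stage, and ranged from -2.32 to -1.71 with each library left out.

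For UMIs per cell, the mean of log2 values called 1 type in *cebp1* mutants and 1 between the mutants, and the replicate block 0. At least 50 cells per library, which leaves 8 types and removes neutrophils by construction (41 cells in *cebp1* mutant library 1), called 1 between the mutants. Leaving out each library gave 0 to 1 types in *cebp1* mutants and 0 to 3 between the mutants. For genes per cell, at least 50 cells, which again leaves out neutrophils, called 0 between the mutants, so that their call could not be kept. The 6 libraries called 2 in *cebp1* mutants and 0 between the mutants, and leaving out each library 0 to 1 in *cebp1* mutants and 0 to 1 between the mutants. As shares of all cells, EoP in *cebp1* mutants newly passed at 2.52 with DESeq2, 2.59 with the mitochondrial term, 2.82 in the 6 libraries and 2.37 with the replicate block, and mat.Eos at 1.58 in the 6 libraries. In *cebpb* mutants EoP passed at -2.77 with the block, and mat.Eos at -2.44 with DESeq2, -2.67 with TMM, -2.67 with the mitochondrial term and -2.64 with the block. Between the mutants mat.Eos no longer passed at 2.18 with at least 2000 UMIs. The block changed no call beyond those given here and for atypical cells, EoP, mat.Eos, neutrophils and erythrocytes in the comparisons above. In the sorted library, cells of at least 2000 UMIs gave 25.8% EoP, 35.1% pre.Eos and 39.1% mat.Eos, and cells above 1000 UMIs 52.4% mat.Eos.

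Leaving out types under 10 cells in a median library removed none, and a pseudocount of 0 left out atypical cells, which are 0 in WT library 1. The mitochondrial filter on the sorted cells and the comparison of cell cycle phases were not run.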

Other observations

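Tests of the library batch, of damaged cells and of deeper libraries, and the splits for cell types and for UMIs, were chosen after the results were seen, and those at matched UMIs and the splits for genes before. Eosinophils outnumbered neutrophils in *cebp1* mutants, with 9.15 ± 6.94 eosinophils per neutrophil against 0.0886 ± 0.0295 in WT and 0.0402 ± 0.0286 in *cebpb* mutants (exact permutation p = 0.1 for *cebp1* and 0.2 for *cebpb* mutants against WT). The *cebp1* mutant libraries spread widely, at 16.2, 8.99 and 2.29, and their mean was 5.64 without library 1. Eosinophil stages differed in the RNA captured per cell, from 9046 and 10003.5 median UMIs in Eb-P and EoP, pooled over libraries, through 5056 in pre.Eos to 1543 in mat.Eos, and mat.Eos had fewer than pre.Eos in each of the 9 libraries. Eosinophils with a stage alone made up 1.19 ± 0.443% of all cells in WT, 2.899 ± 0.2696% in *cebp1* mutants and 0.329 ± 0.0810% in *cebpb* mutants (SEM 0.256, 0.156 and 0.0468), while all cells labelled eosinophil made up 5.06% in *cebp1* mutants. The eosinophil numbers per library that the methods of the study list equal those of the cells with a stage, so its shares have their counterpart in the share of staged cells. After rounding, its values for WT and *cebpb* mutants equal these means, and its ± equals their SEM. Its share for *cebp1* mutants lies slightly above the 2.899% found here.

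Atypical cells were concentrated in *cebp1* mutant libraries 2 and 3 (2193 and 2053 cells, against 26 in library 1). Damaged cells with a high mitochondrial share are argued against for these 2 libraries. Atypical cells there had a lower median share than the other cells, 2.04 against 3.98% and 2.21 against 3.65%, a difference of at most -1.44 percentage points. The authors' filter had, however, removed cells of the highest share. Their median share was also lower in WT library 3 and *cebpb* mutant libraries 2 and 3, and higher in WT library 2 (6.17 against 4.78%) and *cebp1* mutant library 1 (2.09 against 1.63%). Atypical cells had few UMIs, with medians of 1522 against 2397 and 1563 against 3642 in *cebp1* mutant libraries 2 and 3. Damage without a high mitochondrial share was not tested and stays open. A library batch marked by a low mitochondrial share stays open: library 1, the one of low share, held the fewest atypical cells in both of the 2 other genotypes as well (0 against 0.177 and 0.489% in WT, 0.0208 against 0.416 and 2.36% in *cebpb* mutants), which chance alone gives with a probability of 0.111. With 1 such library per genotype, the batch and a difference between fish cannot be told apart. A biological effect of the genotype that varies between fish may account for the pattern and was not tested.

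The few neutrophils left in *cebp1* mutants had more UMIs and genes per cell than those of *cebpb* mutants. Deeper *cebp1* mutant libraries are argued against as the whole cause, since the median log2 difference in UMIs of the other 13 cell types was 0.024, far below the 1.40 of neutrophils (SE 0.36). The other types ran from -1.13 in eosinophils to 0.87 in erythrocytes. Mean UMIs per cell were nevertheless higher in every *cebp1* mutant library (3655 to 4458) than in every *cebpb* mutant library (2909 to 3293), so a part played by depth stays open. More UMIs alone could raise the genes detected: among neutrophils with 2000 to 4000 UMIs, library medians were 665, 905 and 919 genes in *cebp1* mutants and 838, 809.5 and 667 in *cebpb* mutants, overlapping, with a difference in means of 58.2 genes. By the bound set before, this overlap would count for that explanation, but only 3, 21 and 23 cells of the *cebp1* mutants fell in the window, and without the library of 3 cells the other 2 lie above every *cebpb* mutant library, so by a minimum of 20 cells applied after the result was seen it stays open. Wrong annotation of other cells as neutrophils and a change of the cells themselves were not tested.

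Of the 10 splits of 6 libraries into groups of 3, which are too few for a share under 0.05, the real one gave 2 cell types for *cebp1* mutants against WT (highest other split 1), 1 for *cebpb* mutants (highest other 1) and 2 between the mutants (highest other 0), so that 1, 2 and 1 splits gave as many as the real one. For UMIs per cell the real splits gave 0, 0 and 2 types and the highest others 0, 2 and 0, with 10, 10 and 1 splits giving as many. For genes per cell the real splits gave 0, 0 and 1 and the highest others 0, 5 and 0, again with 10, 10 and 1 splits giving as many. Where the real split gave 0 types, for UMIs or genes, all 10 splits give at least as many by construction, so that count decides nothing. The split that set WT library 1 and *cebpb* mutant libraries 1 and 3 against the rest gave the 5, the 2 and the 1 for *cebpb* mutants, which points to a structure of the samples apart from genotype. It puts both libraries of low mitochondrial share on one side, and in the fit with a term for these libraries 1 cell type was called for *cebpb* mutants and 0 types differed in UMIs or genes, as in the fit without it. Among the 4 splits that part every same-numbered pair, as the real one does, no other split called a type in any of these comparisons, and all calls of other splits were among the 6 that part fewer pairs.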
